A study of Mus musculus with 106 samples.

How the data were processed

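Liver mRNA libraries were made from total RNA with a SMARTER protocol per the labels. The deposited table holds whole-number counts per gene for 1 library per mouse, with 14330 genes listed under Ensembl identifiers. Its values are counts as deposited, although its name speaks of TMM normalisation. The aligner, the counting tool, the strand used in counting, the genome build and the filter on genes were not stated by the authors. All values were whole, 0 columns were identical, and the lowest total of a gene was 359 counts. Low counts were checked for the gaps and doubled steps that rescaling and rounding leave, with a roughness of neighbouring count frequencies near 1 when there are none. Its median was 1.03 as deposited, and 1.32 to 4.52 in copies rescaled by factors of 0.9 to 1.1. The table also holds special lines that count reads outside the gene counts. As shares of all reads they were 13.4% to 29.8% not uniquely aligned, 4.57% to 7.00% ambiguous between genes and 2.91% to 8.64% outside genes, and they were used only as technical measures. Symbols and positions were taken from GENCODE M21 (GRCm38), which named 14321 of the genes. Samples were grouped by the labelled strain, sex and diet into 36 groups, and no sample was regrouped or left out.

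Gene counts summed to between 35534924 and 73577221 per library, and the 10 most counted genes took 14.7% to 26.3% of them. A gene was called at the floor in a group when no library of it exceeded 3 counts. The main test was edgeR 4.0.16 in R 4.3.3, with TMM factors (0.839 to 1.13), a trended negative binomial dispersion and the quasi-likelihood F test, in a single fit of the 36 group means with 70 residual degrees of freedom. The common dispersion was 0.0392. The plan named limma for normalised values and edgeR's quasi-likelihood test if the values proved to be counts, and the latter was used. There were 17 contrasts: the diet effect averaged over 18 strain-sex pairs, in each sex, in each of 9 strains, its difference between sexes and between strains (F test with 8 degrees of freedom), the sex difference on each diet and the strain difference on chow. Each was adjusted by the Benjamini-Hochberg method over 14330 genes, with a threshold of 0.05. In a gene with 0 counts in both groups of a pair, the average over pairs cannot be estimated, and such genes were not called for it.

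Log2 CPM with a prior count of 1 served for list scores, variance shares, correlations and principal components. Variance shares were sequential sums of squares in the order strain, sex, diet and their interactions. The 17 gene lists were scored per library as the mean log2 CPM of the members found, reduced to 1 diet effect per strain, and tested with an exact two-sided sign-flip permutation test over 9 strains. The lists were lipid droplets, fatty acid oxidation, lipogenesis, cholesterol synthesis, bile acids, extracellular matrix, macrophages and inflammation, interferon, acute phase, stress responses, oxidative phosphorylation, male-biased and female-biased liver genes, circadian genes, blood, pancreas and white adipose tissue. Short lists of fasting, plasma cell, granulocyte, morning-high and evening-high genes, written for single tests, are reported among the other observations.

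Contrasts, thresholds, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule names a panel of 20 genes, the 5 largest rises and falls of the average diet effect among genes with the same direction in at least 16 of 18 pairs, the 3 highest and lowest differences between sexes, the 5 largest F values between strains, the 2 largest changes per strain with the same direction in both sexes, and the 3 largest sex differences on chow in each direction with the same direction in all 9 strains, leaving out a fixed list of sex-linked genes. It also names the 5 largest F values between strains on chow and Nnt, Hc and Gpnmb. The results of 3 genes that the rule names are not reported here by name. After first output was seen, the direction per pair was redefined from fitted to mean log2 CPM differences, because fitted values were unstable in groups with no counts. That change replaced Gm8941 by Acod1 among the named genes.

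The pipeline was tested on simulated data with known changes in 200 genes. It called 99.5% of genes changed in all strains, 70.5% of those changed in 1 strain, 47% of 1-strain interactions and 88.5% of sex interactions, with 3.80% to 8.29% false calls among those made. The sign-flip test gave a p under 0.05 in 3.9% of 2000 unchanged lists and in 97.4% of 500 shifted ones.

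Alternatives were a filter on genes under the 25th percentile of mean log2 CPM, no trend in the quasi-likelihood dispersion, DESeq2 1.42.0, limma 3.58.1 with trend on log2 CPM, with quantile normalisation and with array weights, a minimum absolute log2 fold change of 0.5, fits without each strain, fits with the libraries of a strain alone, and the strain as the unit of replication. Lists were also scored by z scores and by median fold changes and tested with fry. Each library was left out in turn in 105 fits with the same quasi-likelihood test. The only library of NZO/HlLtJ males on the high-fat diet was not left out, since its group would be empty. A first version of these fits used a Wald form of the test, replaced after its output was seen because it failed in groups without counts. Up to 100 regroupings of the libraries per result used that Wald form, which called nearly as many genes on the real groups, such as 5862 against 5889 for the average diet effect. Chosen after the data were seen were a fit without the library labelled 129S1/SvImJ female CD 1 and a fit with DESeq2's size factors in edgeR.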

Results

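Liver RNA was sequenced from mice of 9 inbred strains, with 1 library per mouse. Females and males of each strain were fed a control chow (CD) or a high-fat diet (HFD) from 8 to 21 weeks of age, and the livers were taken at 21 weeks. The chow gave 6% of its energy as fat, 20% as protein and 74% as carbohydrate, and the high-fat diet gave 60%, 20% and 20%. Strain, sex and diet made 36 groups of 3 mice, except that the group of NZO/HlLtJ males on the high-fat diet held 1 mouse. The strains were C57BL/6J, DBA/2J, 129S1/SvImJ, A/J, CAST/EiJ, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ and WSB/EiJ. Gene counts summed to between 35534924 and 73577221 per library, with a median of 51169418. The counts came from 14330 genes, and the gene with the lowest total had 359 counts over all libraries. Groups held at most 3 mice, and whether their number or the depth limited the precision was not tested. Within a strain and sex, the diets were given to separate ranges of animal numbers, so that diet could not be told apart from cohort within any 1 pair of groups.

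The sex-linked genes matched the labelled sex in all libraries but 1. Xist, which is transcribed from the inactive X chromosome, lay between 196 and 389 counts scaled by library size (CPM) in 53 libraries labelled female and between 0.0534 and 2.13 CPM in the 52 labelled male. The library labelled 129S1/SvImJ female CD 1 had 0.891 CPM of Xist. Its Y-linked Ddx3y was at 58.4 CPM, inside the male range of 34.3 to 78.7 CPM and above the highest value of 0.377 CPM in the other libraries labelled female. Kdm5d was at 10.2 CPM in that library, within the male range of 7.24 to 17.9 CPM, and Eif2s3y and Uty also lay within the male ranges. It was kept under its label, and the values without it are given for results whose call it decided or whose count it moved by more than 1.5 times, and for a few others. The nearest library by expression was of the same labelled strain for every library and of the same labelled strain and sex for 104 of them.

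**Figure D1:**
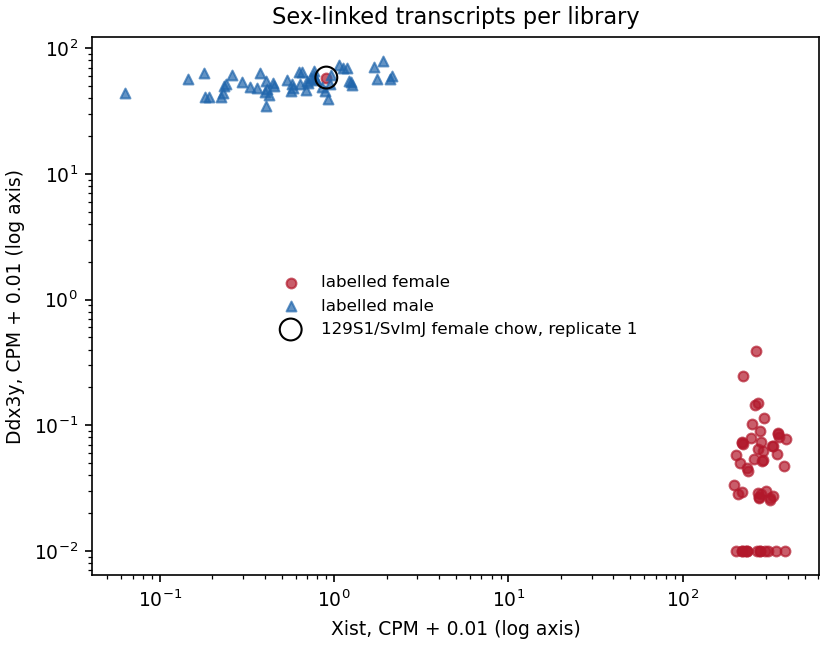
Xist against Ddx3y in CPM on log axes, with 0.01 CPM added to each value and 1 point per library coloured by labelled sex. The library labelled 129S1/SvImJ female CD 1, with 0.891 CPM of Xist and 58.4 CPM of Ddx3y, sits among the libraries labelled male.

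Genes known to differ between these strains were read as a further check on the labels. Hc, which encodes complement C5, differed between strains on chow by edgeR's quasi-likelihood F test (F 77.8, Benjamini-Hochberg adjusted p 9.78e-32). Its mean on chow was 198 ± 34.0 CPM in DBA/2J, 157 ± 27.6 CPM in A/J and 170.4 ± 32.7 CPM in NOD/ShiLtJ (SD, n = 6 each), and at least 488 CPM in the other 6 strains. Gpnmb was lowest in DBA/2J, at 0.635 ± 0.211 CPM (SD, n = 6), with an F over strains of 8.73 and an edgeR adjusted p of 4.35e-08. Nnt gave an F of 11.8 and an adjusted p of 2.25e-10, with a mean over strains of 0.889 ± 0.292 CPM (SD, n = 9). It was highest in C57BL/6J, at 1.37 ± 0.530 CPM on chow, and lowest in CAST/EiJ, at 0.416 ± 0.146 CPM (SD, n = 6 each). C57BL/6J carries a known deletion in Nnt, which these values do not show. The annotation holds a second gene named Nnt at an overlapping position on the same strand. Counts of Nnt are therefore uncertain and cannot test the C57BL/6J label.

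Strain took the largest share of the variance of log2 CPM, with a median over genes of 50.6%. The median share was 1.90% for sex, 1.30% for diet, 5.52% for strain by sex, 4.01% for strain by diet, 0.251% for sex by diet and 2.93% for the 3-way term, and 24.4% remained within groups. These shares were not corrected for degrees of freedom. Terms that include strain have more of these than sex, diet or sex by diet. Such terms therefore take a larger share from the spread within groups alone. That the interactions with strain had larger shares than sex or diet thus does not show larger effects. With genes of low mean left out, the strain share was 48.1%. The first principal component carried 23.8% of the variance, and strain explained 98.5% of it. Sex explained 80.3% of the third component, which carried 10.8% of the variance. Diet explained at most 2.18% of any of the first 6 components.

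The first question was how the liver transcriptome responds to the high-fat diet when strains and sexes are averaged. Of 14330 genes tested with edgeR's quasi-likelihood test, 5889 (41.1%) had a Benjamini-Hochberg adjusted p under 0.05, of which 2878 were higher and 3011 lower on the high-fat diet. The changes were small, with a median absolute log2 fold change of 0.19 among these genes, and 475 of them changed by at least 0.5. Requiring that size moved the count most among the alternatives tried, and taking the strain in place of the mouse as the unit of replication gave 2687 genes, 2644 of them shared. The direction was the same in all 18 strain-sex pairs for 97 of the 5889 genes and in at least 16 pairs for 1156, of which 606 were higher and 550 lower.

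Hsd3b3 (ENSMUSG00000062410, chromosome 3, 98741523 to 98763127 in GRCm38) was higher on the high-fat diet in 18 of 18 pairs. Its mean on the high-fat diet was 77.7 ± 46.6 CPM (SD over strains, n = 9), and its log2 fold change was 1.33 ± 0.14 (SE) with an edgeR adjusted p of 8.93e-12. It overlaps Zfp697 on the opposite strand, and the strand used in counting was not stated. Mas1 (ENSMUSG00000068037, chromosome 17, 12841079 to 12868143) had a log2 fold change of 1.45 ± 0.19 (SE) at 0.494 ± 0.513 CPM on chow (SD, n = 9), and 1 of its 36 groups had no library above 3 counts. Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573) and Tmem28 (ENSMUSG00000071719, chromosome X, 99821021 to 99848790) each had 7 groups in which no library exceeded 3 counts, so that their fitted changes of 1.35 and 1.34 depend on the prior count. The adjusted p of Tmem28 was 0.00823, and it rose to 0.99995 without the library NOD/ShiLtJ female HFD 2 and to 0.9999 without A/J female HFD 2. Each time both groups of 1 pair were left with 0 counts, from which the average over pairs could not be estimated.

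The largest fall among genes of shared direction was that of Cyp2b10 (ENSMUSG00000030483, chromosome 7, 25897620 to 25926624), which encodes a cytochrome P450. Its log2 fold change was -2.32 ± 0.29 (SE, edgeR adjusted p 1.71e-09), lower in 17 of 18 pairs, with 43.8 ± 74.3 CPM on chow and 13.8 ± 36.5 CPM on the high-fat diet (SD over strains, n = 9). The lincRNA 3930402G23Rik (ENSMUSG00000038917, chromosome 8, 10924427 to 10928696) fell in 18 of 18 pairs, with a log2 fold change of -1.99 ± 0.21 (SE) and an adjusted p of 1.08e-11. Ppp1r3g (ENSMUSG00000050423, chromosome 13, 35958839 to 35970388) changed by -1.79 (-0.94 in females and -2.64 in males) and Adcy1 (ENSMUSG00000020431, chromosome 11, 7063489 to 7178506) by -1.68, both lower in 17 of 18 pairs. Cend1 (ENSMUSG00000060240, chromosome 7, 141426446 to 141429491) changed by -1.58 and was lower in 16 pairs.

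A fixed panel of 20 genes of lipid metabolism, fibrosis and macrophages was read in the same contrast. Over all genes tested, 15 of the 20 had an adjusted p under 0.05, and 15 also had one adjusted over the list alone. Among these, 7 were higher and 8 lower on the high-fat diet. Srebf1 was higher in 17 of 18 pairs, with a log2 fold change of 0.95 ± 0.09 (SE) and an edgeR adjusted p of 5.90e-14. It overlaps Rai1 on the opposite strand and Mir6922 on its own. The other increases were 0.79 for Cyp7a1, 0.76 for Mogat1, 0.52 for Adgre1, 0.45 for Pnpla3, 0.36 for Cd36 and 0.29 for Col1a1. Cd36 was higher in 9 pairs and lower in 9, so its change had no shared direction. Pdk4 was lower in 17 of 18 pairs, with a log2 fold change of -1.46 ± 0.18 (SE) and an adjusted p of 1.19e-09. For Scd1 the log2 fold change was -0.33 in females and -2.53 in males, with an average of -1.43 and lower values in 13 of 18 pairs. It was -1.40 for Cidec, -1.07 for Cyp4a14, -0.91 for Sqle, -0.70 for Cyp8b1 and -0.26 for Cpt1a. Among the 5 that did not pass, the changes were 0.11 for Cidea, 0.16 for Pparg, -0.28 for Fgf21 and -0.03 for Fasn, with adjusted p of 0.155 or more. Cidea had 11 groups with no library above 3 counts. Without the library PWK/PhJ female CD 3, Pparg passed with a change of 0.23 and an adjusted p of 0.0352. Without WSB/EiJ male CD 3, the change of Fasn was 0.0034. With the strain as the unit of replication, Cd36, Pnpla3, Sqle and Col1a1 no longer passed. Col1a1 also lost its call without NZO/HlLtJ, with a change of 0.15, and without C57BL/6J, DBA/2J, A/J or CAST/EiJ.

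**Figure D2:**
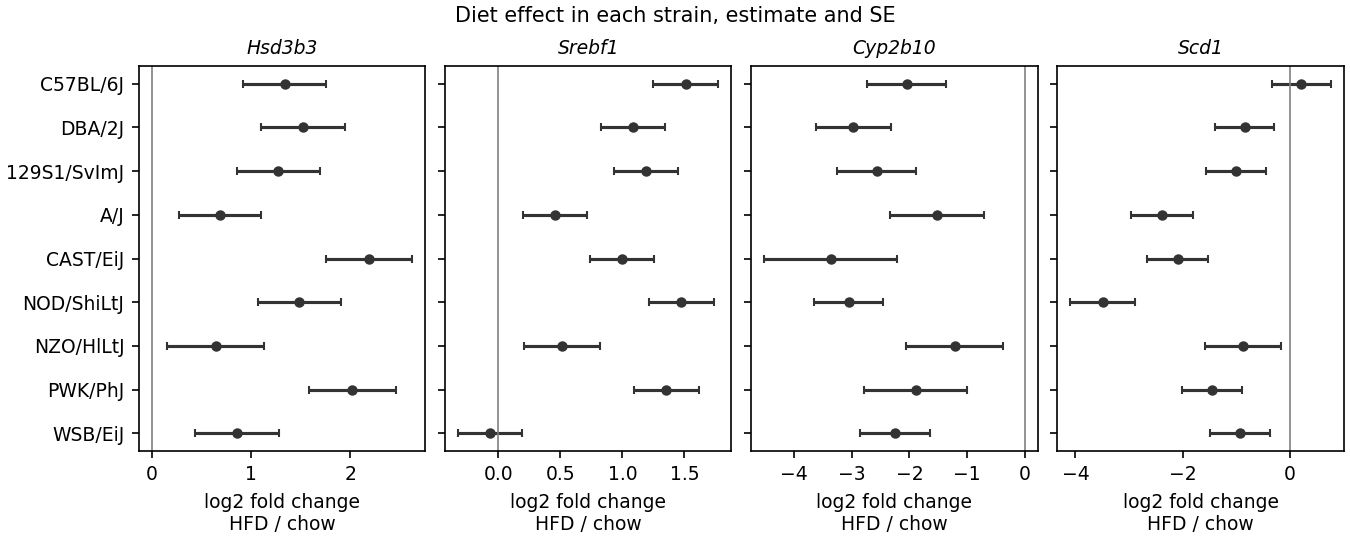
Log2 fold change (high-fat diet minus chow) of Hsd3b3, Srebf1, Cyp2b10 and Scd1 in each of the 9 strains, females and males averaged, with error bars of 1 SE. Hsd3b3 lies above 0 in all 9 strains, from 0.64 in NZO/HlLtJ to 2.19 in CAST/EiJ, and Scd1 runs from -3.49 in NOD/ShiLtJ to 0.21 in C57BL/6J.

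The same contrast was then made in each sex over the 9 strains. In females 5065 genes passed, 2593 higher and 2472 lower, and in males 2321 passed, 923 higher and 1398 lower. Of the 1549 genes that passed in both sexes, 1529 changed in the same direction. A further 3516 genes passed in females and not in males, and 772 in males and not in females, which does not by itself show a difference between the sexes. With the strain as the unit the counts were 2066 in females and 278 in males.

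Tested directly as the male minus the female diet effect, 263 genes passed, 74 with a higher and 189 with a lower effect in males, and 2170 had an unadjusted p under 0.05. Of 105 fits without 1 library, 3 moved the count by more than 1.5 times, and leaving out WSB/EiJ female HFD 2 raised it furthest, to 476. Without the library labelled 129S1/SvImJ female CD 1 it was 230. Among 100 regroupings of the libraries, 2 gave as many genes, the real one included. With the strain as the unit 0 genes passed, while 1432 had an unadjusted p under 0.05. The highest differences were those of Serpina4-ps1 (ENSMUSG00000092075, chromosome 12, 104080649 to 104086724), an unprocessed pseudogene, at 1.79 ± 0.51 (SE, edgeR adjusted p 0.0468), and of Smad9 (ENSMUSG00000027796, chromosome 3, 54755582 to 54801257) at 1.12 ± 0.28 (SE, adjusted p 0.0199). The processed pseudogene Gm11353 (ENSMUSG00000060198, chromosome 13, 26492554 to 26493180) had a fitted difference of 1.12, with 10 of its 36 groups at 3 counts or fewer in every library. Reads of pseudogenes and of their parent genes are hard to separate. The lowest were the immunoglobulin genes Ighg1 (ENSMUSG00000076614, chromosome 12, 113325240 to 113330523) at -2.88 ± 0.75 (SE, adjusted p 0.0255) and Ighg2b (ENSMUSG00000076613, chromosome 12, 113302965 to 113307933) at -2.61 ± 0.52 (SE, adjusted p 0.00262), followed by the granulocyte gene Ngp (ENSMUSG00000032484, chromosome 9, 110419747 to 110423012) at -2.41 ± 0.69 (SE, adjusted p 0.0473). These 3 genes had 5, 3 and 4 groups at 3 counts or fewer in every library, and their fitted values depend on the prior count. Highest among all libraries, Ighg1 reached 45.5 to 79.0 CPM and Ighg2b 20.3 to 82.6 CPM in the 3 libraries of PWK/PhJ females on the high-fat diet. Over the 105 fits that each left out 1 library, Serpina4-ps1 lost its call in 50, Ngp in 57, Gm11353 and Ighg1 in 2 each and Ighg2b in 1. The highest adjusted p was 0.104 for Serpina4-ps1 without A/J male HFD 3, 0.306 for Ngp without WSB/EiJ male CD 2 (0.0558 without the library labelled 129S1/SvImJ female CD 1), 0.0883 for Gm11353 without 129S1/SvImJ male HFD 3, 0.282 for Ighg1 without NZO/HlLtJ female HFD 3 and 0.141 for Ighg2b without DBA/2J male CD 1.

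Per strain, with females and males averaged, the number of genes past the threshold ran from 73 to 3294. It was 3294 in CAST/EiJ (1678 higher, 1616 lower), 2950 in C57BL/6J (1320 and 1630), 1222 in PWK/PhJ (581 and 641) and 980 in DBA/2J (560 and 420). NOD/ShiLtJ had 681 (352 and 329), 129S1/SvImJ 498 (214 and 284), A/J 165 (60 and 105), WSB/EiJ 156 (52 and 104) and NZO/HlLtJ 73 (47 and 26). Weighting the libraries by their quality in limma moved most of these counts furthest, such as to 6507 in C57BL/6J and 2513 in A/J. In WSB/EiJ 32 of 100 regroupings of the libraries gave as many genes as the real diets, and in NZO/HlLtJ 21 of 80, so these counts are no larger than other splits give. Single libraries moved several counts. The count in WSB/EiJ ran from 40 without female CD 2 to 1792 without female HFD 2, and with the libraries of WSB/EiJ alone it was 0, with 563 genes at an unadjusted p under 0.05. In 129S1/SvImJ it was 153 without the library labelled female CD 1 and 1026 without female CD 3. It fell to 46 in A/J without male HFD 3, to 488 in DBA/2J without male HFD 1, to 357 in NOD/ShiLtJ without male CD 3, to 48 in NZO/HlLtJ without female CD 1 and to 761 in PWK/PhJ without female CD 2. Counts moved by more than 1.5 times in 9 of 12 such fits in WSB/EiJ and in A/J, 6 in DBA/2J, 4 in 129S1/SvImJ, 3 in NOD/ShiLtJ, 1 in PWK/PhJ and 1 of 9 in NZO/HlLtJ.

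**Figure D3:**
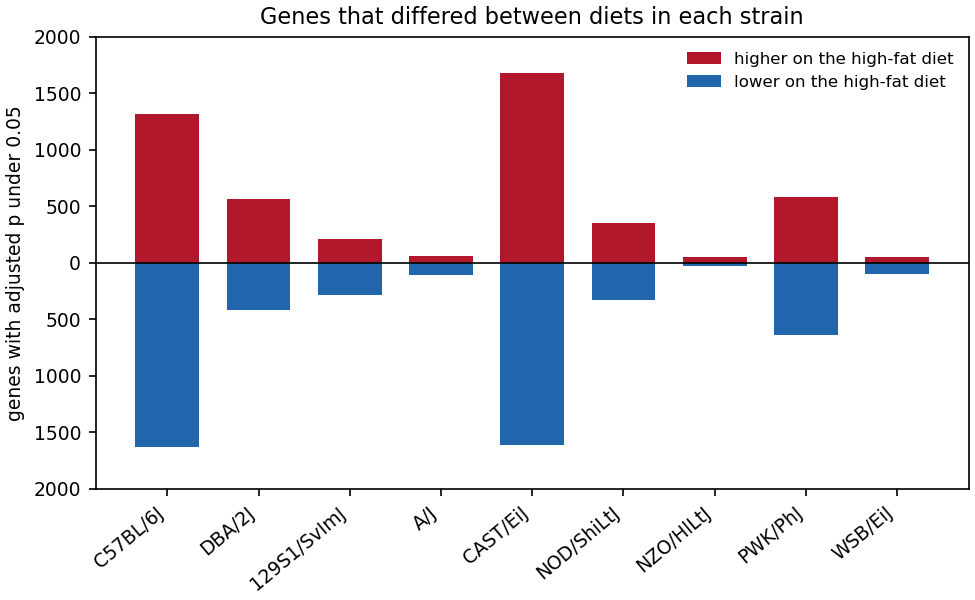
Number of genes with an adjusted p under 0.05 for the diet effect in each of the 9 strains, with bars for genes higher and lower on the high-fat diet. The counts run from 47 higher and 26 lower in NZO/HlLtJ to 1678 higher and 1616 lower in CAST/EiJ.

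Across strains 6522 genes passed in at least 1 strain and 4243 in exactly 1. Passing in at least 5 strains was found for 85 genes, and 215 passed as higher in 1 strain and lower in another. The 3 genes that passed in at least 7 strains, named after their values were seen, were Ces2a (lower in 8), Sfxn1 (lower in 7) and Nxpe2 (higher in 7).

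In each strain the genes of largest change with shared direction in both sexes were read. In C57BL/6J the lincRNA Gm48199 (ENSMUSG00000113399, chromosome 13, 52180411 to 52181637) changed by -5.40 ± 0.85 (SE, edgeR adjusted p 2.83e-06) and E030018B13Rik (ENSMUSG00000095061, chromosome 7, 63916857 to 63920539) by -4.92 ± 0.85 (SE, adjusted p 1.88e-05). Gm48199 was also among the largest in DBA/2J, at -3.90, beside Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) at 3.73 ± 0.77 (SE, adjusted p 0.00111). Dbp overlaps Sphk2 on the opposite strand. It rose by 3.12 in A/J, with an adjusted p of 0.0187, and lost its call in 5 of the 12 fits without 1 library, with an adjusted p of 0.0789 without male CD 1. A circadian score (the mean of morning-high minus that of evening-high genes) differed between diets by -2.57 in DBA/2J and -2.89 in A/J. Changes in these strains, those of Dbp included, cannot be told apart from time of collection. In 129S1/SvImJ Cib3 changed by -4.15 and Cyp4a12b by -4.67, but without the library labelled female CD 1 the change of Cib3 was -2.34 with an adjusted p of 0.0200 and that of Cyp4a12b -1.43 with an adjusted p of 0.272. Scd1 fell in NOD/ShiLtJ by a log2 change of -3.49, from 719 ± 596 CPM (SD, n = 6) to 89.7 ± 133 CPM (SD, n = 6). Moxd1 in WSB/EiJ changed by 3.32, with an adjusted p of 0.0151, lost its call in 3 of 12 fits (0.0896 without female HFD 3), and Cyp26a1 changed by -3.09. In PWK/PhJ Cyp3a41b had a fitted change of -4.15, but no male high-fat library exceeded 3 counts, and its mean over both sexes was 12.8 ± 12.9 CPM on chow and 9.17 ± 10.1 CPM on the high-fat diet (SD, n = 6 each). It belongs to a family of similar genes. Mpo and Ngp were the largest in NZO/HlLtJ, on the strength of the library male CD 2 with 10.7 CPM of Mpo and 44.8 CPM of Ngp, and without it their adjusted p were 0.527 and 0.203. Mpo lost its call in 4 of 9 fits without 1 library and Ngp in 1. The other genes were near the counting floor. In A/J no high-fat library exceeded 3 counts of Gm47547, which was at least 1.42-fold lower. In CAST/EiJ no chow library exceeded 1 count of Igkv12-41, which was at least 1.58-fold higher. No male high-fat library of CAST/EiJ exceeded 3 counts of Igkv12-41, and no female library of CAST/EiJ exceeded 3 counts of Nptx1. Each of these rises therefore lay above the floor in 1 sex only. Gm47547 lost its call in 9 of 12 fits (adjusted p 0.108 without male CD 1), Igkv12-41 in 5 (0.218 without female HFD 3) and Nptx1 in CAST/EiJ in 9 (0.224 without female HFD 1). Gm2065 in NOD/ShiLtJ had at most 31 counts in a chow library and 4 in a high-fat library, and Acod1 in PWK/PhJ at most 11 and 79.

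The next question was whether the diet response differs between strains. The F test that all strains share 1 diet effect passed for 2421 genes, and 4704 had an unadjusted p under 0.05. In limma with library weights 9560 genes passed. Leaving out single libraries gave between 1987 and 3361 genes. Pmvk (ENSMUSG00000027952, chromosome 3, 89454541 to 89469013) had the largest F, 19.0 (edgeR adjusted p 4.87e-11), with a log2 fold change of -1.76 ± 0.14 (SE) in CAST/EiJ and of 0.53 ± 0.13 (SE) in DBA/2J. Gsn (ENSMUSG00000026879, chromosome 2, 35256380 to 35307892) had an F of 17.3 and rose by 2.43 ± 0.18 (SE) in PWK/PhJ, where its mean was 199 CPM on chow and 949 CPM on the high-fat diet. For Slc17a1 (ENSMUSG00000021335, chromosome 13, 23867750 to 23895730) the F was 16.9, with changes of -0.95 in CAST/EiJ and 0.89 in PWK/PhJ. Pus7l (ENSMUSG00000033356, chromosome 15, 94522688 to 94543547) had an F of 14.4 and changed by -1.83 in CAST/EiJ, where its chow mean of 149 CPM exceeded that of every other strain, the next highest of which was 2.43 CPM in WSB/EiJ. Cyp3a11 (ENSMUSG00000056035, chromosome 5, 145854426 to 145879964) had an F of 14.4, with changes of -2.47 in WSB/EiJ, -2.20 in CAST/EiJ and 0.78 in PWK/PhJ. It is a member of a family of similar genes. The 5 genes kept their calls in all 105 fits without 1 library.

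The similarity of diet responses was described by the correlation across 14330 genes of the log2 fold changes, where genes are not independent replicates. Between pairs of strains the median Pearson r was 0.235, from -0.0456 for NZO/HlLtJ with PWK/PhJ to 0.507. Females and males of 1 strain, which share no libraries, had a median r of 0.295, from 0.0591 in PWK/PhJ to 0.559 in CAST/EiJ. Females of 1 strain and males of another had a median r of 0.166. Among genes that passed for the average or the strain F test, the median between strains was 0.354.

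Fixed lists of genes were scored as the mean log2 CPM of their members, with the strain as the unit, an exact two-sided sign-flip permutation test over 9 strains (smallest possible p 0.00391) and Benjamini-Hochberg adjustment over 17 lists. Of the 17, 8 had an adjusted p under 0.05. Fatty acid oxidation was lower on the high-fat diet by the exact test, with a mean change of -0.33 ± 0.22 (SD, n = 9 strains), lower in 8 of 9 strains and an adjusted p of 0.0221. The extracellular matrix list rose by 0.17 ± 0.12, in 9 of 9 strains (adjusted p 0.0166), and the interferon list by 0.44 ± 0.37, also in 9 of 9 (0.0166). Macrophage and inflammation genes rose by 0.36 ± 0.26, in 8 of 9 strains (adjusted p 0.0221), and circadian genes by 0.29 ± 0.26, in 8 of 9 (0.0285). Of the 17 circadian genes, 11 passed as higher and 5 as lower, so that their mean describes no shared direction. Blood genes rose by 0.28 ± 0.25, in 7 of 9 strains (adjusted p 0.0415), although none of the 8 members found in the data passed alone. The pancreas list rose by 0.43 ± 0.29 and the white adipose list by 0.30 ± 0.20, each in 9 of 9 strains (adjusted p 0.0166). Only 3 of 26 pancreas genes and 5 of 11 adipose genes were in the data, and of these 1 and 2 exceeded 1 CPM. Leaving out a single strain took the adjusted p of the circadian list past 0.05 for 6 of the 9 strains, and that of the blood list for 7.

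The other 9 lists did not pass. Their mean changes were -0.09 for lipid droplets, 0.06 for lipogenesis, -0.22 for cholesterol synthesis, 0.09 for bile acids, 0.22 for the acute phase, 0.16 for stress responses, -0.03 for oxidative phosphorylation, 0.06 for male-biased and -0.26 for female-biased liver genes. By rotation in fry, with the mouse as the unit, cholesterol synthesis passed with an adjusted p of 0.000343, against 0.133 to 0.531 under the other alternatives. Without the library labelled 129S1/SvImJ female CD 1 the female-biased list passed, at -0.36 with an adjusted p of 0.0443, against 0.0664 to 0.347 under the others. No list passed for the male minus the female diet effect. The nearest was the female-biased list, with a difference of -0.41 ± 0.56 (SD, n = 9), lower in 7 of 9 strains, an exact sign-flip p of 0.0234 and an adjusted p of 0.398. Without the library labelled 129S1/SvImJ female CD 1 that difference was -0.20 with an adjusted p of 0.620.

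**Figure D4:**
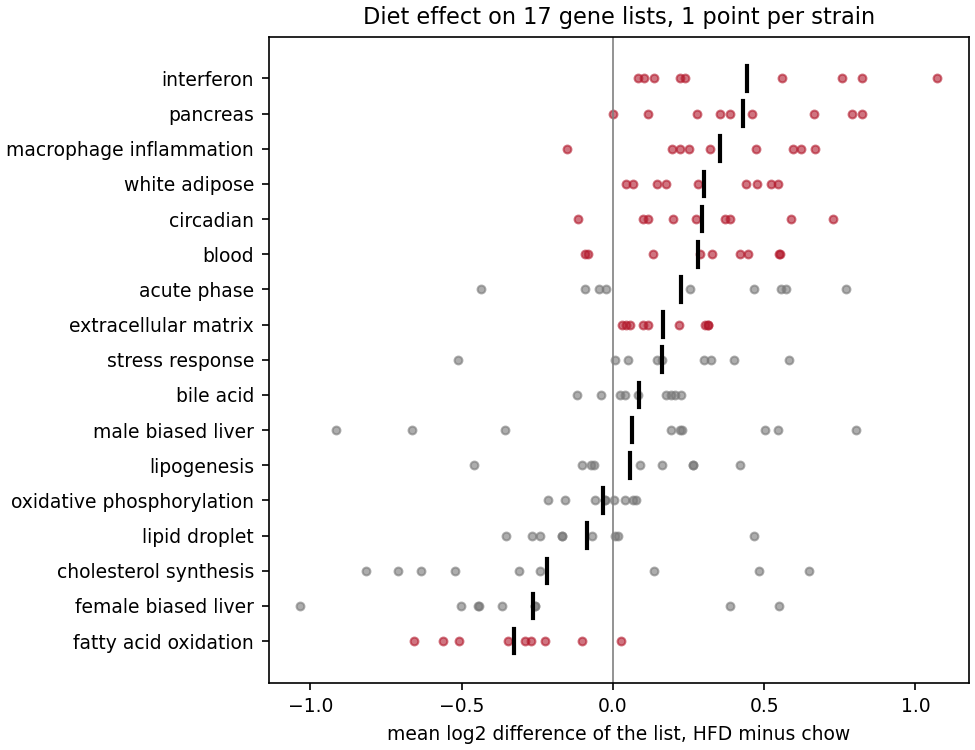
Diet effect (high-fat diet minus chow, mean log2 CPM of the list) on 17 gene lists, with 1 point per strain and a black bar for the mean of the 9 strains. Points are red where the adjusted p of the list is under 0.05 and grey elsewhere, and the means of the red lists run from -0.33 for fatty acid oxidation to 0.44 for interferon genes.

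The sexes were compared within each diet, averaged over strains. On chow 5433 genes passed, 2751 higher and 2682 lower in males, and on the high-fat diet 5009 passed, 2358 higher and 2651 lower. A minimum absolute log2 fold change of 0.5 moved these counts most, to 1035 and 1446. With the share of reads outside genes as a covariate, 4275 genes passed on chow (3877 shared) and 4164 on the high-fat diet (3789 shared). Without the library labelled 129S1/SvImJ female CD 1 the count on chow was 5633. Outside a fixed list of sex-linked genes, Cyp4a12a (ENSMUSG00000066071, chromosome 4, 115299046 to 115332815) differed most toward males, by 7.86 ± 0.35 (SE, edgeR adjusted p 7.24e-32), with 454 ± 155 CPM in males and 21.0 ± 55.6 CPM in females (SD over strains, n = 9). The female mean includes the library labelled 129S1/SvImJ female CD 1, without which the log2 difference was 8.77. The lincRNA Gm29650 (ENSMUSG00000099876, 1048393 to 1049134), which lies on the Y chromosome but was not on that list, and Mup7 (ENSMUSG00000073842, chromosome 4, 60066469 to 60070475) followed, the latter at 7.04 ± 0.33 (SE). Higher in females were Sult2a5 (ENSMUSG00000078799, chromosome 7, 13623967 to 13670807), with 14.1 ± 14.6 CPM in females and 0.0217 ± 0.0276 CPM in males (SD, n = 9), Sult2a1 (ENSMUSG00000078798, chromosome 7, 13796246 to 13837409) at -8.70 ± 0.35 (SE) and Sult2a2 (ENSMUSG00000070811, chromosome 7, 13733505 to 13779636), also at -8.70. The Cyp4a, Mup and Sult2a genes belong to families of similar genes.

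Strains differed on chow for 13772 genes. The largest F values were those of the pseudogenes Gm13341 (ENSMUSG00000083863, chromosome 2, 22587291 to 22587962) at 2465 and Gm13340 (ENSMUSG00000083563, chromosome 2, 22588103 to 22589647) at 2041, Cwc22 (ENSMUSG00000027014, chromosome 2, 77881159 to 77946375) at 1798, the pseudogene Vcp-rs (ENSMUSG00000083327, chromosome X, 104345829 to 104348234) at 1577 and the lincRNA Gm10874 (ENSMUSG00000075591, chromosome 5, 138363719 to 138388287) at 1462. Reads of pseudogenes depend on the match of each strain to the reference, which was not tested here.

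Technical measures were compared between the diets with the strain as the unit. The log2 total count differed by 0.0036 ± 0.14 (SD, n = 9; exact sign-flip p 0.945), the share of reads not uniquely aligned by -0.126 percentage points (exact p 0.703), the ambiguous share by 0.0367 (exact p 0.535) and the share outside genes by 0.282 (exact p 0.332). Their adjusted p lay between 0.938 and 0.945.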

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

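Among the tests in this part, the matching of females and males of a strain was chosen after the result was seen. The rule for reading the plasma cell list was changed after its values were seen.

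The diet effect differed between males and females by a direct test for 263 genes. Among 100 regroupings of the diets within strain and sex, 2 gave as many genes, the real one included, and the other gave 483. The named differences were 1.79 for Serpina4-ps1, 1.12 for Gm11353, 1.12 for Smad9, -2.88 for Ighg1, -2.61 for Ighg2b and -2.41 for Ngp on the log2 scale. With the strain as the unit of replication 0 genes passed, against 1432 at an unadjusted p under 0.05, so the test speaks of these 9 strains and not of strains at large. The self-test recovered 88.5% of simulated sex interactions at this size. With the share of reads outside genes as a covariate 273 genes passed, 257 of them shared with the 263. With the fasting list score 406 passed, 262 of them shared, and with morning-high minus evening-high genes 285, 262 shared. These values argue against a linear effect of each covariate as the whole cause. Effects of feeding or of time that the scores miss would remain. For single genes no technical cause was otherwise tested, except as given for the immunoglobulin genes. The 2 pseudogenes, Gm11353 and Serpina4-ps1, may take reads of related genes, which the counts cannot resolve. Cohort and diet were confounded within each sex of a strain, so a difference between the cohorts of 1 sex cannot be told apart from a difference in response.

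More plasma cells in the livers of females on the high-fat diet could raise Ighg1 and Ighg2b together. A list of 6 plasma cell genes, of which 4 were in the data and 2 exceeded 1 CPM, had a male minus female diet effect of -0.31 ± 0.79 (SD, n = 9), lower in 4 of 9 strains, with an exact sign-flip p of 0.281. The list therefore does not decide the matter. Of these, Derl3 varied most and reached 242 CPM in WSB/EiJ male HFD 2, where Jchain was at 0.264 CPM, so the score also follows a gene that moved apart from Jchain. Jchain reached 11.1 to 23.6 CPM in the 3 libraries of PWK/PhJ females on the high-fat diet, where Ighg1 and Ighg2b were also highest. A single library as the source is argued against: in 0 of 105 fits without 1 library did both genes lose their call. Ighg1 alone lost it in 2 fits, with an adjusted p of 0.282 without NZO/HlLtJ female HFD 3, and Ighg2b in 1, with 0.141 without DBA/2J male CD 1. Without the strain PWK/PhJ the difference of Ighg1 was -2.42 with an adjusted p of 0.0888.

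The diet effect differed between the 9 strains for 2421 genes by the F test. The F values of the named genes were 19.0 for Pmvk, 17.3 for Gsn, 16.9 for Slc17a1, 14.4 for Pus7l and 14.4 for Cyp3a11. Of 100 regroupings of the libraries 2 gave as many genes, the real one included, and the other gave 2796. Mice of different cohorts could have been killed at different times of the morning. With a circadian score (the mean of morning-high minus that of evening-high genes) as a covariate, 2696 genes passed, 2223 of them shared. That argues against a linear effect of the score as the whole cause, but effects of time that the score misses would remain. For the circadian genes themselves time of collection remains a candidate explanation. Of the 17, 41.2% passed, against a median of 17.6% and a 95th percentile of 35.3% in 10000 random lists of the same size.

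Unrelated differences between cohorts of mice would give females and males of a strain separate patterns, provided that their cohorts were separate. After the mean over strains was removed, the mean correlation of the female and the male response of the same strain was 0.176, above 0 in 8 of 9 strains, against a median of -0.002 over random matchings of females to males. A one-sided permutation test with 10000 matchings gave a p of 0.0007. In 5 of the 9 strains, however, some females and males had animal numbers within 20 of each other, on the same diet in A/J and on different diets in C57BL/6J, NOD/ShiLtJ, NZO/HlLtJ and WSB/EiJ. Over the 4 strains with separate numbers the mean correlation was 0.108, and 4 of the 24 possible matchings gave as much, the real one included (exact permutation p 0.167). The correlation was 0.405 in CAST/EiJ, but 0.019 in DBA/2J, 0.068 in 129S1/SvImJ and -0.027 in PWK/PhJ, so CAST/EiJ carried most of that mean. Over all strains but A/J the mean correlation was 0.185 (exact permutation p 0.00062). Cohorts shared on different diets would push the correlation below 0. It was 0.141 in C57BL/6J, 0.291 in NOD/ShiLtJ, 0.331 in NZO/HlLtJ and 0.253 in WSB/EiJ. In these strains the values argue against unrelated cohort differences as the whole cause. The strains with separate numbers are too few to decide alone, so cohort differences may still add to the result. A cause shared by both cohorts of a strain, such as its handling, also remains open. Reads of CAST/EiJ, PWK/PhJ and other strains that differ from the reference were not tested as a cause, although a variant alone would act on both diets.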

How the results depend on the processing

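The fit with DESeq2's size factors in edgeR and the fit without the library labelled 129S1/SvImJ female CD 1 were chosen after the data were seen. The cause was not tested for any change in this part unless one is given.

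Counts of genes stayed within 1.5 times their reported value for all 17 contrasts under no trend in the quasi-likelihood dispersion, under DESeq2's size factors and under limma with trend on log2 CPM. The median log2 fold change of all genes moved to -0.0003 with DESeq2's size factors, -0.0094 with quantile normalisation and -0.0001 with DESeq2. All 8 variance shares moved by less than their SD over genes under each alternative. Both similarity measures moved by less than their SD, 0.131 over pairs of strains and 0.146 over strains. These spreads are wide, so small moves were not tested. Among genes that passed for the average or the strain F test, chosen from the same data, the median between strains was 0.354 against 0.235. That of females and males of a strain was 0.440 against 0.295. A pseudocount alternative was planned for linear normalised values and was not run, since the values are counts.

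Requiring an absolute log2 fold change of 0.5 lowered counts by construction: to 475 for the average diet effect, 779 in females, 386 in males, 103 for diet by sex, 1411 for diet by strain, 1429 in C57BL/6J, 320 in 129S1/SvImJ, 1606 in CAST/EiJ, 691 in PWK/PhJ, 1035 for the sexes on chow, 1446 on the high-fat diet and 8238 for strains. The strain as the unit, with 9 values per gene in place of 1 per mouse, gave 2687 for the average, 2066 in females, 278 in males and 0 for diet by sex, with 1432 at an unadjusted p under 0.05. Array weights gave 4354 in males, 1858 for diet by sex, 9560 for diet by strain, 6507 in C57BL/6J, 4066 in DBA/2J, 2406 in 129S1/SvImJ, 2513 in A/J, 2834 in NOD/ShiLtJ, 802 in NZO/HlLtJ and 3293 in PWK/PhJ. DESeq2 gave 411 for diet by sex and 112 in NZO/HlLtJ, of which 44.6% were higher against 64.4% in edgeR.

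The filter on low values gave 299 in 129S1/SvImJ (50.2% higher against 43.0%), 22 in NZO/HlLtJ and 99 in WSB/EiJ. Quantile normalisation gave 312 in 129S1/SvImJ (51.6% higher) and 102 in WSB/EiJ. The libraries of a strain alone, a smaller set, gave 1781 in DBA/2J, 248 in 129S1/SvImJ, 790 in A/J, 1936 in CAST/EiJ, 1421 in NOD/ShiLtJ, 128 in NZO/HlLtJ and 0 in WSB/EiJ, with 563 at an unadjusted p under 0.05. Without C57BL/6J 1403 genes passed in males and 118 for diet by sex, and without 129S1/SvImJ 1504 in males. Diet by sex gave 155 without DBA/2J, 89 without PWK/PhJ and 517 without WSB/EiJ. Diet by strain gave 1531 without CAST/EiJ and 4028 without WSB/EiJ.

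Over the 105 fits that each left out 1 library, the count ran from 5714 to 6376 for the average diet effect, 4564 to 5837 in females, 2011 to 2537 in males, 184 to 476 for diet by sex and 1987 to 3361 for diet by strain. It ran from 5022 to 5658 for the sexes on chow, 4707 to 5157 on the high-fat diet and 13670 to 13818 for strains. Leaving out a library of the strain itself gave 2235 to 2931 in C57BL/6J, 488 (without male HFD 1) to 936 in DBA/2J, 153 (without female CD 1) to 1026 (without female CD 3) in 129S1/SvImJ and 46 (without male HFD 3) to 190 in A/J. It gave 2257 to 3804 in CAST/EiJ, 357 (without male CD 3) to 725 in NOD/ShiLtJ, 48 (without female CD 1) to 96 in NZO/HlLtJ, 761 (without female CD 2) to 1212 in PWK/PhJ and 40 (without female CD 2) to 1792 (without female HFD 2) in WSB/EiJ. The diet by sex count of 476 was found without WSB/EiJ female HFD 2. Without the library labelled 129S1/SvImJ female CD 1, 145 of the 153 genes were shared with the 498.

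Of 73 named gene results, 46 kept their direction and call under the alternatives, other than leaving out 1 library, that applied to them, and 22 lost their call at least once. The strain as the unit applied to 36 of the 73, the filter on low values kept 42, the libraries of a strain alone applied to 18, and leaving out each strain to 41, or 71 for NZO/HlLtJ. With the libraries of a strain alone, Cyp26a1 and Moxd1 in WSB/EiJ lost their calls (adjusted p 0.976 and 0.442). The same held for Igkv12-41 in CAST/EiJ (0.142), Cib3 and Cyp4a12b in 129S1/SvImJ (0.0538 and 0.0954), and Mpo and Ngp in NZO/HlLtJ. Direction reversed for 3 results, none of which had passed: 1 at 0.021 without CAST/EiJ, Cidea at -0.12 without NZO/HlLtJ and -0.024 without C57BL/6J, and Fasn at 0.010 without 129S1/SvImJ, 0.041 without CAST/EiJ, 0.092 without NOD/ShiLtJ and 0.015 without WSB/EiJ. Pparg and Fgf21 gained a call without CAST/EiJ (0.27 and -0.46) or WSB/EiJ (0.28 and -0.47). The minimum of 0.5 took the calls of Cd36, Cpt1a, Pnpla3 and Col1a1. Pnpla3 lost its call without PWK/PhJ (adjusted p 0.0915), Gsn for diet by strain without PWK/PhJ (0.0848) and Pus7l without CAST/EiJ (0.958). For diet by sex, Ighg2b kept its call without any strain. Smad9 lost its call without DBA/2J (adjusted p 0.258), Ighg1 without C57BL/6J, 129S1/SvImJ or PWK/PhJ (0.0537 to 0.0888), Gm11353 without C57BL/6J, DBA/2J or 129S1/SvImJ (0.0662 to 0.174), Ngp without C57BL/6J, DBA/2J, CAST/EiJ, NZO/HlLtJ or PWK/PhJ (0.0604 to 0.367) and Serpina4-ps1 without C57BL/6J, DBA/2J, 129S1/SvImJ, A/J, CAST/EiJ or PWK/PhJ (0.0633 to 0.345). Of 68 that passed, 54 passed in each fit without 1 library and 14 lost their call in at least 1, with 0 changes of sign. The change of Fasn, which did not pass, ran from -0.065 to 0.0034 over these fits, and was 0.0034 without WSB/EiJ male CD 3.

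The lists of fatty acid oxidation, extracellular matrix, macrophages, interferon, pancreas and white adipose genes kept their direction and their side of the threshold for the diet effect under each alternative. The circadian list lost its call without C57BL/6J (0.28), DBA/2J (0.26), A/J (0.24), NOD/ShiLtJ (0.31), NZO/HlLtJ (0.28) or PWK/PhJ (0.30). With 8 strains the sign-flip test has fewer arrangements and a larger smallest p. The blood list lost its call as z scores (0.15), as median fold changes (0.31), with quantile normalisation (0.24) and without C57BL/6J (0.26), DBA/2J (0.25), 129S1/SvImJ (0.30), A/J (0.25), NOD/ShiLtJ (0.28), NZO/HlLtJ (0.28) or PWK/PhJ (0.26). Lists that gained a call were cholesterol synthesis under fry (adjusted p 0.000343), bile acids with quantile normalisation (0.10) and without 129S1/SvImJ (0.11), stress responses without CAST/EiJ (0.25) and female-biased genes without the library labelled 129S1/SvImJ female CD 1 (-0.36). Male-biased genes reversed to -0.031 without WSB/EiJ.

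For the male minus female effect, which passed for no list, macrophage and interferon genes gained a call under fry, both with an adjusted p of 0.0490, against 0.398 to 0.841 under the other alternatives. Effects near 0 reversed. Fatty acid oxidation was at -0.048 without NZO/HlLtJ and -0.042 without PWK/PhJ, and cholesterol synthesis at -0.060 without 129S1/SvImJ and -0.0074 without WSB/EiJ. Extracellular matrix was at -0.0018 as median fold changes, -0.017 without 129S1/SvImJ, -0.033 without A/J, -0.013 without CAST/EiJ and -0.045 without NZO/HlLtJ, with an adjusted p of 0.969 under fry. Stress responses were at 0.049 without C57BL/6J and 0.035 without PWK/PhJ. Oxidative phosphorylation was at -0.0080 without CAST/EiJ, -0.0078 without PWK/PhJ, -0.0026 without WSB/EiJ and -0.0016 without the library labelled 129S1/SvImJ female CD 1. Male-biased genes were at 0.0057 without PWK/PhJ and circadian genes at -0.0034 without C57BL/6J. The pancreas list was at -0.079 without 129S1/SvImJ and -0.047 without A/J. White adipose genes were at -0.086 as z scores, -0.029 without C57BL/6J, -0.0042 without CAST/EiJ and -0.031 without PWK/PhJ, with an adjusted p of 0.962 under fry.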

Other observations

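Chosen after the result was seen were the tests of the library labelled 129S1/SvImJ female CD 1, those of Mpo and Ngp, those of the feeding state of single mice, those of time of collection for the average diet effect, for males, for A/J and for DBA/2J, that of feeding state as the whole cause, and that of the spread of each list by order of entry.

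The library labelled 129S1/SvImJ female CD 1 carried the sex-linked reads of a male. Male RNA mixed into a female sample is argued against, because Xist stood at 0.362% of the mean of the other 5 libraries labelled 129S1/SvImJ female. A mislabelled sample is a candidate explanation. Its male-biased minus female-biased list score was 5.98 on the log2 scale, just above the 4.96 to 5.86 of the males of that strain on chow and far from the -3.47 to -3.32 of the other females on chow. Whether it came from the same liver as the library 129S1/SvImJ male CD 3 cannot be told apart from a close likeness of separate mice. The mean chi-square per gene between the pair was 13.5, lower than the 25.9 of the next lowest of 573 pairs within a strain and than the median of 87.7 within groups, but the idea was found from the same values. No biological explanation was tested.

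Regroupings of the libraries within strain and sex, or within strain and diet for the sex differences, tested whether other splits give as many genes. For the average diet effect, the effect in females and the effect in males, 1 of 100 regroupings gave as many, the real one. The same count of 1 of 100 held in C57BL/6J, DBA/2J, 129S1/SvImJ, A/J, CAST/EiJ, NOD/ShiLtJ and PWK/PhJ, for the sex differences on chow and on the high-fat diet and for the strain difference on chow. The highest count of another split was 346 for the average and 1659 in CAST/EiJ. In NZO/HlLtJ 21 of 80 gave as many, up to 418, and in WSB/EiJ 32 of 100, up to 4757, so the gene counts of these strains are no evidence of a diet effect in them.

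Technical causes of the average diet effect were tested in turn. The log2 total count did not differ between diets (exact sign-flip p 0.945), which argues against library size. With the share of reads outside genes as a covariate 5916 genes passed, 5561 of them shared with the 5889, which argues against that share as the cause. The order in which cohorts entered the study could shift lists one way in the 10 pairs in which the high-fat mice had the higher numbers and the other way in the 8 in which they had the lower. Of the 8 lists that passed, 0 changed sign in the mean over pairs. With the strain as the unit the 10 pairs came from 7 strains and the 8 from 6. Pancreas and white adipose genes, 2 of the 8 lists, differed from 0 with the same sign in both kinds (exact sign-flip p 0.0313 or less in each), which argues against order as the whole cause for these. For the others order cannot be told apart from diet. Over the 7 and the 6 strains the blood list changed by -0.029 (exact p 0.891) and 0.59, interferon by 0.16 (0.219) and 0.69, macrophages by 0.18 (within the spread) and 0.49, and circadian genes by 0.29 (0.0781) and 0.24. Extracellular matrix changed by 0.14 (exact p 0.0625) and 0.16, and fatty acid oxidation by -0.28 and -0.34 (exact p 0.0625 over the 6). Cohort and diet remain confounded within each pair.

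Feeding state at collection remains a candidate explanation for at least part of the average diet effect. A list of 10 fasting genes, all above 1 CPM, was lower on the high-fat diet (mean -0.43 ± 0.35, SD, n = 9) in 8 of 9 strains, with an exact sign-flip p of 0.0117. With the list score as a covariate 3832 genes passed, 3069 of them shared. That argues against a linear effect of the score as the whole cause, but effects of feeding that the score misses would remain. The list holds genes that a high-fat diet may itself lower, so the covariate can also remove a true effect of diet.

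Time of collection may add to the average effect as well. The circadian score, from 5 morning-high and 10 evening-high genes, was lower on the high-fat diet in 9 of 9 strains (mean -1.10 ± 1.08, SD, n = 9; exact sign-flip p 0.00391, the smallest possible). With the score as a covariate 3539 genes passed, 3238 of them shared. That argues against a linear effect of the score as the whole cause, but effects of time that the score misses would remain. The count fell from 165 to 7 in A/J, from 980 to 346 in DBA/2J (280 shared) and from 2321 to 1068 in males (954 shared). The score differed between diets by -2.89 in A/J and -2.57 in DBA/2J, the largest differences of the 9 strains. Because the score follows the diet, time of collection and diet cannot be told apart in A/J, in DBA/2J or in males over all strains. A shift of the liver clock by the diet itself would give the same values and was not tested.

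The spread between mice of 1 group followed the fasting list. Over 105 libraries in 35 groups of 3, the first component of the deviations from the group mean carried 14.2% of their variance. Its Pearson correlation with the deviation in the fasting list was 0.706 (permutation p 0.0034, 10000 permutations within groups) and its Spearman correlation 0.439 (permutation p 0.0009). Without the 2 libraries farthest from the median the Pearson correlation was 0.570. Differences in feeding between single mice may thus contribute to the spread. In WSB/EiJ the highest deviations were 1.53 for female HFD 2, 0.93 for female CD 2 and 0.83 for male CD 3. The lowest were -1.09 for female HFD 3, -0.81 for female CD 1 and -0.62 for male CD 1. Whether this spread hides a larger diet effect in WSB/EiJ was not decided. With the score as a covariate 85 genes passed against 156, while 1792 passed without female HFD 2, and 40 without female CD 2.

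Mpo and Ngp in NZO/HlLtJ may reflect granulocytes in 1 library. Of a list of 9 granulocyte genes 8 were in the data and 1 exceeded 1 CPM on average, and its score was 5.46 in male CD 2 against at most -0.57 in the other 9 libraries of the strain. In that library Lcn2 was at 1658 CPM, S100a9 at 95.9 CPM, Ngp at 44.8 CPM and Mpo at 10.7 CPM. Lcn2 is also made by hepatocytes in inflammation, and a biological cause in that mouse was not tested.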
